A study of Caenorhabditis elegans with 4 samples. Its data were reported in "Deactivation of the GATA Transcription Factor ELT-2 Is a Major Driver of Normal Aging in C. elegans" (2016).

How the data were processed

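Whole-worm RNA was measured in 4 libraries of Caenorhabditis elegans N2, 1 for each combination of 2 diets, Escherichia coli OP50 and Bacillus subtilis PY79, and 2 ages, day 4 and day 13 of adulthood. Per the labels and the study's methods, synchronized worms were grown on one of the bacteria from the first larval stage and washed over nylon mesh every other day during adulthood. RNA was extracted with TRIzol, poly(A) RNA was isolated with an OligoTex kit, and 3' end-enriched libraries with barcoded adapters were pooled before sequencing. Whether worms of this experiment received FUDR, a drug that blocks progeny, is stated only for the study's aging transcriptomes in general. The submitters' processing notes name Bowtie 0.12.7 as a tool. The genome build, the annotation release, the counting tool and the use of strand are not given in the sources used here, so no coordinates are printed.

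The authors deposited raw read counts per annotated transcript, 24775 transcript lines for each library, with no normalization. Whether a read is counted for each transcript that contains it is not given in the sources used here, so the lines of a gene were not summed. For each gene the transcript with the most reads over the 4 libraries was used. Of 17096 genes, 12749 had 1 transcript and 4347 had more, and in 217 the chosen transcript was below another one in some library. There were 2 lines that name no gene, and they held 0 reads. Gene symbols, biotypes, transcript lengths and overlaps between genes were taken from Ensembl release 115, which may differ from the annotation that was used for counting, and 16760 genes were matched to it. Counts from overlapping genes, and from near-identical copies such as the major sperm protein, histone and some ribosomal protein genes, are uncertain. Of the 183 genes chosen by the rule for named genes, 62 overlap another annotated gene, 18 of them on the same strand.

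Genes with at least 10 reads in at least 1 library were kept, 9032 in all, of which 4741 had at least 10 reads in every library. The number of genes with at least 10 reads was 8266 for OP50 day 4, 7874 for OP50 day 13, 5480 for PY79 day 4 and 5514 for PY79 day 13. The 10 genes with most reads took 15.2%, 16.6%, 21.0% and 20.4% of the reads of the chosen transcripts, with the libraries in that order. Library sizes were multiplied by TMM factors (0.922, 0.742, 1.12 and 1.31), and log2 ratios were computed on CPM of the scaled library with a prior count of 1. A floor of 3 reads corresponds to 0.114, 0.142, 0.556 and 0.513 CPM. Where a library had 0 reads, the fold was computed against this floor, per library, and is given as a lower bound. Total-read scaling in place of TMM shifts the median log2 ratio of all genes by -0.30 for age on OP50, 0.19 for age on PY79, 0.26 for diet at day 4 and 0.77 for diet at day 13, and DESeq2 size factors shift it by 0.08, 0.06, -0.14 and -0.12.

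The comparisons were day 13 against day 4 on each diet and PY79 against OP50 at each day. A gene was counted as higher or lower when the ratio was at least 2-fold and its exact 95% interval (Clopper-Pearson on the split of reads, conditional on their sum) excluded 1. Sequencing reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. The test across libraries was edgeR's quasi-likelihood F test (glmQLFit and glmQLFTest) with the additive model of diet and day, which leaves 1 residual degree of freedom, and a Benjamini-Hochberg adjusted p under 0.05. Its spread is the departure from additivity, which holds library variation and any diet-by-age interaction. The common dispersion was 0.138 and the estimated prior degrees of freedom were infinite, so each gene took the spread of the trend over genes. A gene with a large ratio in 1 diet alone can therefore pass. Of the 318 genes that rose with age 313 had a ratio above 1 in both diets, and of the 366 that fell 321 had a ratio below 1 in both.

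The aging slope and R2 came from the regression that the study describes, with departures. Reads were taken as a fraction of the reads of the chosen transcripts, where the study used all uniquely mapped reads, and a prior count of 1 was added, which its methods do not state. Genes among the 3% most highly expressed in any library were left out, and the log2 age ratio on PY79 was regressed on that on OP50 by least squares. The counting SD came from 200 Poisson redraws of the counts. Overlaps are given beside the number that independent lists of the same sizes would share. The age comparisons share no library with each other, nor do the diet comparisons.

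The 30 gene lists were fixed before the data were examined. They cover yolk, intestinal proteases, intestine markers, lysozymes and saposins, pathogen response, epidermal antimicrobials, heat shock, organelle chaperones, insulin pathway targets, antioxidant genes, detoxification, fat metabolism, propionate and methionine metabolism, the respiratory chain, body muscle, pharynx, neurons, germline and oocyte, collagens, sperm, histones, ribosomal proteins and the proteasome. The study's reporter genes, its qRT-PCR reference genes and its 4 lists of ELT-2 targets were also used, as was a set of aging regulators. The ELT-2 lists were chosen by the study on other samples. The body muscle, pharynx, neuron, sperm and germline lists are markers of tissues other than the intestine. A gene can stand in several lists. The list names cyp-35A1, cyp-35A4, cyp-35A5, cyp-35B2, lipl-4 and lbp-8 were not matched and not used here. For each list the median log2 ratio was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression.

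Named genes were chosen by a rule set before the data were examined. It takes, for each comparison, the 5 highest and 5 lowest counted genes with at least 100 reads in 1 of the libraries, the 10 genes per direction with the largest smaller ratio among those counted alike in both diets or on both days, and 8 genes counted in opposite directions with age. It adds the 5 genes per direction with the smallest adjusted p in edgeR for age and for diet, the study's genes and reference genes, and the 4 members of each list with the highest mean level. Genes named in parentheses because a count was 5 or fewer, and the small nuclear RNA genes, were chosen after their values were seen.

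The steps were tested on simulated data made from the real genes and library sizes. For edgeR, every simulated gene took the spread of the trend and had no diet-by-age interaction, as the test assumes. Its shares of recovered genes and false calls therefore hold under that assumption only. With 50 genes changed at each of 4 sizes, edgeR recovered 4%, 48%, 76% and 96% of genes changed 2-, 4-, 8- and 16-fold with age among 8531 genes, and 2%, 34%, 94% and 98% for diet among 8509 genes, with 3.45% and 2.56% of calls false. The fold rule on PY79 age recovered 100% of 200 genes changed 4-fold and called 114 others of 9032. Alternatives that were set before the data were examined were total-read scaling, DESeq2 size factors, DESeq2 itself, no filter, at least 10 reads in every library, a mean of at least 100 reads, a 4-fold threshold, other prior counts, the top 3% kept, orthogonal regression, Spearman's rho and a model without the block. Treating every transcript as a point, taking the highest transcript of a gene in each library, and thinning the OP50 reads to the PY79 totals were chosen after seeing the data. The work used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.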

Results

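The study measured RNA in whole worms of N2, the wild-type laboratory strain of Caenorhabditis elegans, as a comparison for its elt-2 overexpression strains, because a Bacillus subtilis diet is another condition that extends lifespan. Worms ate either Escherichia coli OP50, the standard laboratory food, or Bacillus subtilis PY79, and were collected on day 4 or day 13 of adulthood. The 4 libraries fall into 4 groups, with 1 library in each. Poly(A) RNA was sequenced from the 3' ends of transcripts. The reads of the 1 chosen transcript per gene numbered 28650595 for OP50 day 4, 28552961 for OP50 day 13, 4838114 for PY79 day 4 and 4469802 for PY79 day 13. The OP50 libraries thus held 5.92 times as many such reads as the PY79 libraries at day 4 and 6.39 times as many at day 13. Ribosomal protein genes took between 54.3% and 61.5% of these reads in a library. Of 17096 genes, 9032 had at least 10 reads in at least 1 library and were analyzed.

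There are no replicates. For each pair of libraries, a gene was counted as higher or lower when its scaled reads differed at least 2-fold and the exact 95% interval of the ratio excluded 1. The intervals, given in parentheses after each fold, cover counting error only, and a test on the reads of 2 libraries compares those libraries, not the conditions. The words rose and fell are kept for genes that passed edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05 in an additive model of diet and day over all 4 libraries. For age these calls depend on the scaling: with total reads in place of TMM, 0 genes rose and 1 (ilys-5) fell, so that each other gene said here to rise or fall with age passed with TMM and not with total reads. For diet, 1217 of the 1334 genes that rose on PY79 also did so with total reads, but only 486 of the 1538 that fell, so that the counts of genes that fell with diet also rest on TMM. The medians of fixed gene lists are log2 ratios, and each is placed among 10000 random lists of equal size matched on expression. Gene folds and list medians are relative to the bulk of genes, because libraries were scaled by TMM. Of 648 values of the listed and named genes that were neither higher nor lower by this rule, 139 change direction with total-read scaling.

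The first comparison set day 13 against day 4 within each diet, which asks what changed with age. The 6 vitellogenin genes, which encode the yolk proteins made by the intestine, all fell. vit-2 (C42D8.2) was 5.41-fold lower (5.34 to 5.47) on OP50 and 7.35-fold lower (7.05 to 7.67) on PY79, and vit-6 (K07H8.6) was 5.56-fold lower (5.51 to 5.61) and 5.35-fold lower (5.25 to 5.44). The largest difference in this family was that of vit-3 (F59D8.1), with 26741 reads at day 4 and 19 at day 13 on OP50, 1129.6-fold lower (723 to 1877), against 38.9-fold lower (30.4 to 50.6) on PY79. All 6 yolk genes also fell when p was adjusted over the list alone. The yolk median was -3.66 on OP50 and -3.58 on PY79, in both cases below all 10000 random lists.

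Intestinal proteases, cathepsins and aspartyl proteases of the gut lumen and lysosome, followed. Of 12 measured, 0 rose, 7 fell and 5 did not pass, and 8 fell when adjusted over the list alone. asp-3 (H22K11.1) was 5.26-fold lower (5.06 to 5.46) on OP50 and 11.29-fold lower (9.41 to 13.6) on PY79, and cpr-4 (F44C4.3) was 2.95-fold lower (2.87 to 3.04) and 11.04-fold lower (10.005 to 12.199). cpr-1 (C52E4.1) also fell, and was 1.87-fold lower (1.82 to 1.92) on OP50 and 10.52-fold lower (9.91 to 11.17) on PY79. Median log2 ratios were -1.50 on OP50, at percentile 0.02, and -1.72 on PY79, below all 10000 random lists. A cathepsin outside the fixed list, cpr-2 (F36D3.9), rose, from 15 to 35704 reads on OP50, 2966-fold higher (1798 to 5299), and 14.8-fold higher (11.202 to 19.8) on PY79.

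Lysozymes and saposin-like proteins, which act against bacteria in the gut, fell in 7 of 11 cases, rose in 1 and did not pass in 3 (8 fell and 1 rose adjusted over the list alone). ilys-5 (F22A3.6) was 127-fold lower (118.8 to 135) on OP50 and 179.6-fold lower (157 to 206) on PY79, and the saposin spp-5 (T08A9.9) was 173-fold lower (148 to 204) and 7.86-fold lower (6.79 to 9.13). The list median was -1.22 on OP50, at percentile 0.13, and -2.28 on PY79, below all 10000 random lists. Values for ilys-3, the member that rose, are given beside those of ilys-2. Among 17 pathogen-response genes of the intestine, 11 fell, 1 (irg-1) rose and 5 did not pass, with the same counts adjusted over the list alone. The C-type lectin clec-50 (W04E12.8) was 8.23-fold lower (7.79 to 8.71) and 12.92-fold lower (11.06 to 15.2), and sysm-1 (T24B8.5) was at least 93.1-fold lower on OP50 and 4.69-fold lower (3.45 to 6.496) on PY79. The pathogen-response median was -2.94 on OP50, below all 10000 random lists, and -2.20 when the 4 members with 0 reads in 1 library were set at their bounds, or -1.85 for the 8 genes with at least 10 reads in every library. On PY79 it was -0.98, at percentile 0.04.

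Genes of fat metabolism fell in 7 of 15 cases, with 0 rising and 8 not passing (8 fell adjusted over the list alone). They included the desaturase fat-2 (W02A2.1), 2.37-fold lower (2.07 to 2.73) on OP50 and 4.52-fold lower (3.71 to 5.54) on PY79, the elongase elo-5 (F41H10.7), 3.11-fold lower (2.26 to 4.35) and 10.42-fold lower (7.42 to 15.05), and the lipase lipl-5 (ZK6.7), 9.08-fold lower (7.69 to 10.79) and 17.7-fold lower (11.24 to 29.3). The list median was -1.24 on OP50, at percentile 0.09, and -1.49 on PY79, below all 10000 random lists. In detoxification, 2 of 8 genes fell (gst-5 and gst-10), 0 rose and 6 did not pass, and 4 fell adjusted over the list alone. The detoxification median was -1.25 on OP50, at percentile 2.02, and -1.78 on PY79, at percentile 0.15. With the 3 members at 0 reads set at their bounds, the OP50 value became -0.50. For the 2 genes with at least 10 reads in every library the medians were -0.24 on OP50 and -0.39 on PY79.

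The body muscle list, of contractile proteins, had 5 of 13 members that fell (mlc-2, unc-54, tnt-2, pat-10 and unc-27), 0 that rose and 8 that did not pass, and 8 fell adjusted over the list alone. Troponin I unc-27 (ZK721.2) was 7.89-fold lower (7.38 to 8.46) on OP50 and 2.398-fold lower (2.05 to 2.81) on PY79, and troponin C pat-10 (F54C1.7) was 4.44-fold lower (4.26 to 4.63) and 2.85-fold lower (2.19 to 3.74). The median was -1.92 on OP50, below all 10000 random lists, and -1.04 on PY79, at percentile 0.01. Of 95 cuticle collagens, 20 fell, 4 rose and 71 did not pass (26 fell and 5 rose adjusted over the list alone). col-160 (F57B1.4) was 50.3-fold lower (26.3 to 111) and 32.3-fold lower (13.5 to 101), and col-20 (F11G11.11) was 18.4-fold lower (15.5 to 21.9) and 51.4-fold lower (31.9 to 88.6). The most abundant collagen that fell, col-122 (T05A1.2), was 4.2998-fold lower (4.24 to 4.36) and 2.46-fold lower (2.38 to 2.54). Collagen medians were -0.51, at percentile 0.04, and -0.54, below all 10000 random lists, or -0.28 on PY79 with the 16 members at 0 reads set at their bounds.

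Major sperm protein genes rose in 16 of 26 cases, 0 fell and 10 did not pass, and 23 rose adjusted over the list alone. msp-142 (K05F1.2) was 17.7-fold higher (14.5 to 21.9) on OP50 and 7.54-fold higher (4.13 to 15.1) on PY79, and msp-45 (F58A6.8) was 10.45-fold higher (9.03 to 12.135) and 5.82-fold higher (3.61 to 9.85). These genes are near-identical copies of each other, so the values of single members are uncertain. Copies that share reads are not separate measurements, so the count that rose and the rank among random lists can overstate the evidence. The median was 2.71 and 1.81, both above all 10000 random lists, and 1.24 on PY79 with members at 0 reads set at their bounds. spch-3 (T27A3.4), from another family of sperm proteins, rose too and was 31.5-fold higher (26.9 to 37.3) and 13.1-fold higher (9.03 to 19.6). Of 8 epidermal antimicrobial peptide genes, 4 rose (nlp-30, nlp-31, nlp-34 and cnc-4), 0 fell and 4 did not pass, with 5 rising adjusted over the list alone. nlp-34 (B0213.17) was 14.8-fold higher (14.5 to 15.2) on OP50 and 38.5-fold higher (35.6 to 41.6) on PY79, and nlp-31 (B0213.6) was 4.68-fold higher (4.56 to 4.79) and 12.88-fold higher (11.9 to 13.96). The median of this list was 0.74 on OP50, at percentile 98, and 1.90 on PY79, above all 10000 random lists.

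Histone genes rose in 5 of 27 cases (his-1, his-3, his-48, his-63 and his-64), 0 fell and 22 did not pass, with 7 rising adjusted over the list alone. Their medians were 0.82 and 0.75, above all 10000 random lists on OP50 and at percentile 99.99 on PY79, where the value was 0.30 with the 9 members at 0 reads set at their bounds. In the heat shock list 3 of 11 genes rose (hsp-16.2, F44E5.4 and F44E5.5), 0 fell and 8 did not pass, and adjusted over the list alone 3 rose. Its medians were 1.17, at percentile 99.93, and 0.50, at percentile 95.9. The 12 genes annotated as small nuclear RNA, which carry no poly(A) tail, were higher at day 13 in both diets and all 12 rose, with medians of 3.22 on OP50 and 4.94 on PY79. Their share of all reads went from 0.00102% to 0.0206% on OP50 and from 0.00182% to 0.0710% on PY79. Whether more carry-over of RNA without a poly(A) tail at day 13 contributes to the higher histone values with age was not tested. Among the small nuclear RNA genes sup-6 (F58G1.10), a U1 small nuclear RNA gene, was 95.01-fold higher (65.1 to 145) and 69.95-fold higher (40.7 to 132), and C27H5.11 was 80.6-fold higher (36.7 to 221) on OP50 and at least 64.6-fold higher on PY79.

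**Figure D1:**
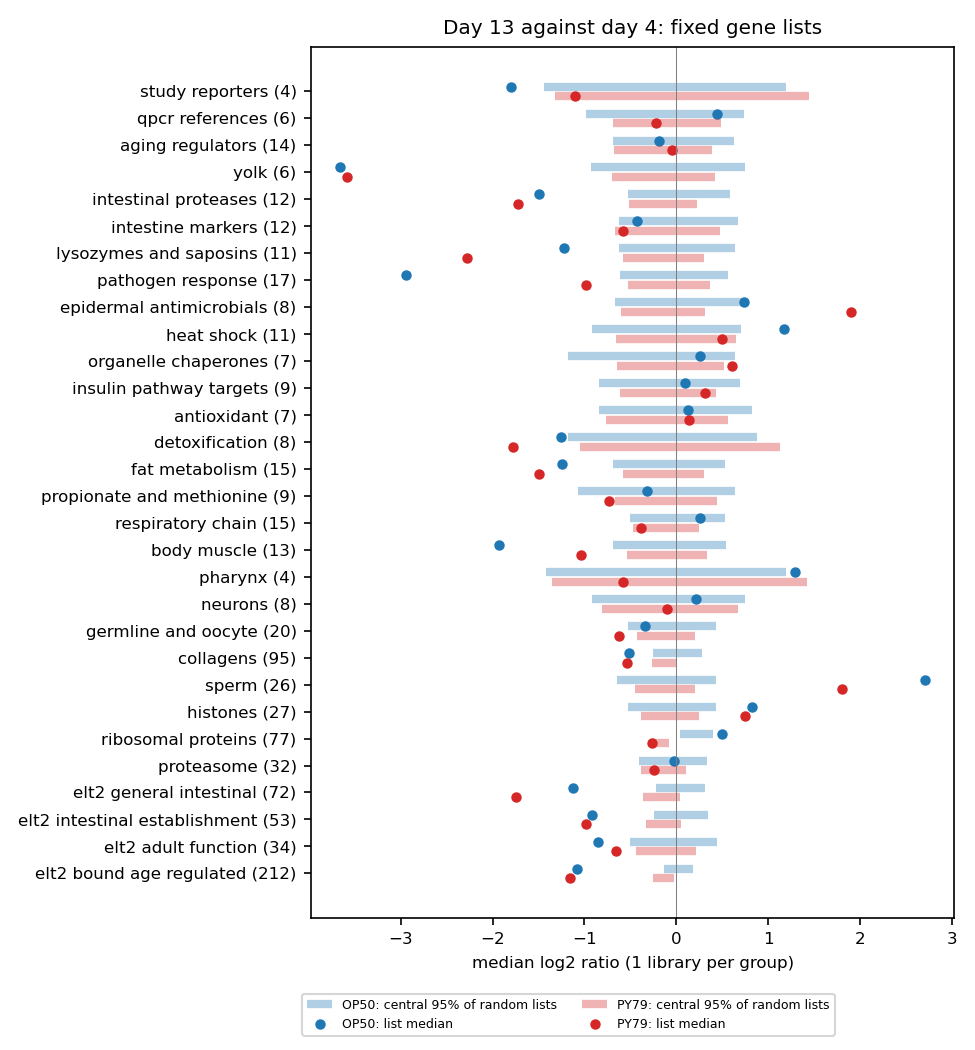
Median log2 ratio of day 13 over day 4 for each of the 30 fixed gene lists on OP50 and on PY79, on a log2 axis, with the central 95% of 10000 expression-matched random lists as bars and 1 library behind each group. Yolk genes lie lowest in both diets, at -3.66 on OP50 and -3.58 on PY79, and sperm genes are at 2.71 and 1.81.

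By single genes, the lowest at day 13 on OP50 after vit-3 included grd-3 (W05E7.1), with 915 reads at day 4 and 1 at day 13, 734-fold lower (131 to 29039), F46F2.3, 378-fold lower (192 to 876), and K12H6.9, at least 101-fold lower. On PY79 the lowest were ilys-5, pud-3 (F15E11.15), 130.0-fold lower (22.9 to 5176), drd-50 (F49F1.1), 54.9-fold lower (18.4 to 269), col-20, and pud-4 (F15E11.12), at least 37.6-fold lower. spp-17 (C54G6.5), another saposin-like gene, was lower in both diets, 76.5-fold (67.8 to 86.7) on OP50 and 23.9-fold (19.01 to 30.5) on PY79, and drd-50 was 132-fold (81.3 to 232) lower on OP50. The highest on OP50 were cpr-2, sup-6, mir-1831 (C15F1.10), C27H5.11 and ilys-3. On PY79 Y67A10A.14 was 109-fold higher (19.2 to 4339), spp-9 (T25C12.2) was at least 36.9-fold higher and F59A7.11 was at least 36.9-fold higher. Higher in both diets were also C18D11.6, 30.05-fold (26.9 to 33.6) and 81.4-fold (51.4 to 138), and nlp-25 (Y43F8C.1), 21.6-fold (17.4 to 27.1) and 31.6-fold (13.3 to 98.5). The genes mir-1831 and sup-39 (C15F1.9) overlap each other in the annotation and their values cannot be separated.

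Over all genes, 3026 were higher or lower at day 13 on OP50, 1706 of them lower, and 585 were higher and 720 lower on PY79. The rule counts more genes in deeper libraries, so these numbers do not compare the extent of change between the diets. With the OP50 reads thinned to the PY79 totals, which was chosen after seeing the data, 849 of 6775 genes were higher and 918 lower on OP50. The balance of the 2 directions depended on the scaling. Scaled by total reads in place of TMM, the higher share moved from 43.6% to 27.2% on OP50 and from 44.8% to 62.3% on PY79, and on PY79 it was 59.1% among genes with at least 10 reads in every library. In edgeR's additive model 684 genes changed at a Benjamini-Hochberg adjusted p under 0.05, of which 318 rose and the others fell. Of these, 221 were counted higher and 197 lower in both diets. The 5 genes with the smallest adjusted p were ilys-5, vit-3, drd-50, spp-17 and F46F2.3 among those that fell, and sup-6, cpr-2, sup-39, mir-1831 and C27H5.11 among those that rose. For ilys-5 the fitted log2 change was -7.24, with a Benjamini-Hochberg adjusted p of 1.8e-22 in edgeR. This test gave every gene the spread of the trend over genes, and with total-read scaling, where edgeR estimated 4.83 prior degrees of freedom, 0 genes rose and 1 (ilys-5) fell, against 1076 at an unadjusted p under 0.05. With that scaling the log2 change of ilys-5 was -7.28, with a Benjamini-Hochberg adjusted p of 0.0064 in edgeR, so the size of its p depends on the scaling. With DESeq2 158 rose and 142 fell.

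The 2 age comparisons share no library, and 299 genes were higher in both and 293 lower in both, where independent lists of these sizes would share 85.5 and 136.0. Of the others, 82 genes were counted in opposite directions: 27 higher on OP50 and lower on PY79, and 55 the other way, against 105.2 and 110.5 for independent lists. With the 3% most highly expressed genes of each library left out and total-read scaling, the regression of the PY79 change on the OP50 change over 8503 genes had a slope of 0.386 (counting SD 0.00774) and an R2 of 0.141 (counting SD 0.00401). Pearson's r was 0.375 and Spearman's rho 0.232, and 53.1% of genes had the same sign. These values are across genes, which are not independent replicates. The share with the same sign can depend on the scaling. With total reads the median log2 ratio of all genes was -0.28 on OP50 and 0.08 on PY79. The R2 was 0.276 among genes with a mean of at least 100 reads and 0.0620 among those with at least 10 reads in every library.

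**Figure D2:**
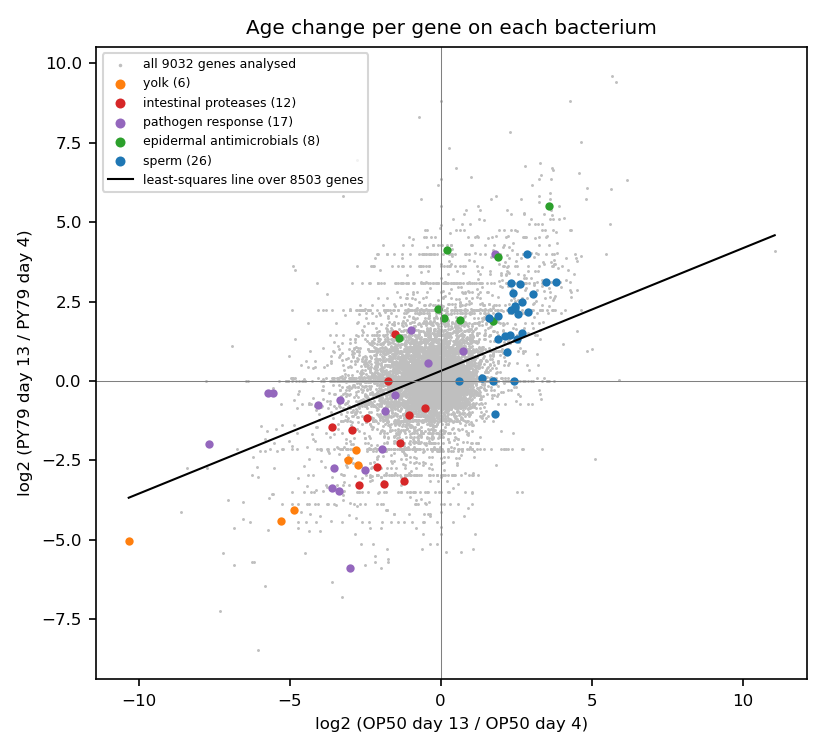
Log2 ratio of day 13 over day 4 on PY79 (vertical axis) against that on OP50 (horizontal axis), 1 point for each of 9032 genes, scaled by total reads, with yolk, intestinal protease, pathogen-response, epidermal antimicrobial and sperm genes in color. The line is the least-squares fit over the 8503 genes without the top 3%, with a slope of 0.386, and the yolk genes lie at the lower left.

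Genes counted in opposite directions with age included members of the antibacterial and cuticle groups. ilys-2 (C45G7.2), an invertebrate-type lysozyme, was 43.5-fold higher (40.7 to 46.4) on OP50 and 6.403-fold lower (6.22 to 6.596) on PY79. Its relative ilys-3 (C45G7.3) was 74.0-fold higher (69.6 to 78.8) on OP50, where reads went from 1045 to 62087, and 1.15-fold lower (1.125 to 1.17) on PY79, where it stood at 24005 and 22691 reads. The PY79 value was not counted as lower, and with total-read scaling it was 1.02-fold higher. In the other direction, F56D6.8 was 6.103-fold lower (5.97 to 6.24) on OP50 and 7.25-fold higher (7.07 to 7.44) on PY79, dct-8 (F56D6.10) was 3.27-fold lower (3.22 to 3.33) and 9.68-fold higher (9.36 to 10.02), and F15E6.4 was 10.88-fold lower (10.301 to 11.51) and 5.704-fold higher (5.302 to 6.142). The collagen col-183 (F02D10.1) was 5.28-fold lower (4.89 to 5.71) and 3.66-fold higher (3.07 to 4.37). Smaller opposite differences, lower on OP50 and higher on PY79, were those of gtf-2F1 (C01F1.1), 2.79-fold and 2.54-fold, Y61A9LA.3, 2.92-fold and 3.88-fold, and C11G6.3, 2.53-fold and 2.72-fold. Of the 22 such genes with at least 100 reads in each pair, 3 were higher on OP50 and lower on PY79, and 19 went the other way. The difference between diets could not be tested with 1 library per group.

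**Figure D3:**
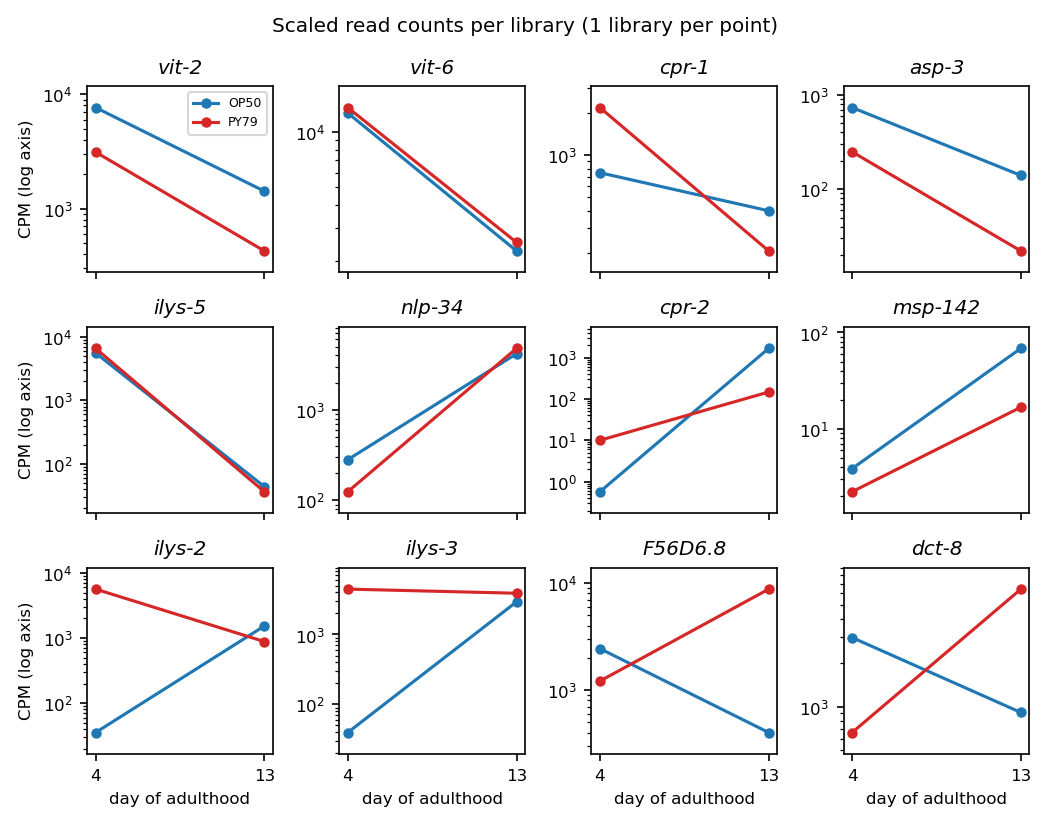
Scaled reads (CPM), on a log axis, at days 4 and 13 of adulthood on OP50 and PY79 for 12 genes, with 1 library behind each point. The yolk genes vit-2 and vit-6 go down in both diets, nlp-34 and cpr-2 go up in both, and ilys-2 and F56D6.8 go opposite ways.

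The study centered on elt-2, the GATA transcription factor of the intestine. elt-2 (C33D3.1) held 185 reads at day 4 and 35 at day 13 on OP50, 4.24-fold lower (2.94 to 6.28). On PY79, with 10 and 7 reads, it was 1.55-fold lower (0.532 to 4.79), so that a difference was not detectable at this depth. With age it did not pass edgeR's test (Benjamini-Hochberg adjusted p of 0.14). The esterase gene ges-1 (R12A1.4) was 4.28-fold lower (1.23 to 22.9) on OP50, with 16 and 3 reads, and 3.25-fold lower (0.985 to 13.8) on PY79, with 12 and 4. The glutathione S-transferase gst-42 (D1053.1) was 8.67-fold lower (2.04 to 77.7) on PY79, with 16 and 2 reads, and at least 1.34-fold lower on OP50, with 5 and 0. lgmn-1 (T28H10.3) was 1.01-fold higher (0.743 to 1.37), or 1.23-fold lower with total-read scaling, and 1.37-fold higher (0.963 to 1.956). Of these 4 genes 0 rose and 0 fell with age, and 2 fell adjusted over the list alone. The list median was -1.80 on OP50, at percentile 1.08, or -1.05 with the member at 0 reads set at its bound, and -1.10 on PY79, at percentile 5.01. For the 1 gene with at least 10 reads in every library, these values were 0.0758 and 0.62. The related intestinal GATA factor elt-7 (C18G1.2) had at most 10 reads in any library.

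Genes that the study had tied to ELT-2 in other samples had medians below 0 with age in both diets. Of 72 measured general intestinal genes 28 fell, 0 rose and 44 did not pass (37 fell and 2 rose adjusted over the list alone), with medians of -1.12 and -1.74, or -0.62 and -0.92 for the 31 genes with at least 10 reads in every library. The intestinal establishment class had 19 of 53 genes that fell, 4 that rose and 30 that did not pass (21 and 4 adjusted over the list alone), with medians of -0.91 and -0.98, the last -0.72 with members at 0 reads set at their bounds. In the adult function class 5 of 34 fell, 1 rose and 28 did not pass (7 and 1 adjusted over the list alone). Its medians were -0.85, at percentile 0.07, and -0.65, at percentile 0.14, and the PY79 value was -0.49 with members at their bounds and 0.13 among genes with at least 10 reads in every library. Of 212 genes bound by ELT-2 and age-regulated in an earlier time course, 61 fell, 2 rose and 149 did not pass (88 and 7 adjusted over the list alone), with medians of -1.09 and -1.16, or -0.84 and -0.66 for the 111 genes with at least 10 reads in every library. Medians of the general, establishment and bound lists were below all 10000 random lists in both diets. The abundant members did not all move alike: spp-14 (K09F5.3) was 5.83-fold lower (5.75 to 5.92) and 1.65-fold lower (1.59 to 1.72), while the metallothionein mtl-1 (K11G9.6) was 1.39-fold higher (1.37 to 1.41) and 3.28-fold higher (3.15 to 3.42) and mtl-2 (T08G5.10) was 1.601-fold higher (1.59 to 1.62) and 1.48-fold lower (1.43 to 1.54).

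In the remaining lists few genes or none passed with age. Germline and oocyte genes had 1 of 20 that fell (egg-1) and 0 that rose, with medians of -0.34 and -0.62, the last at percentile 0.09. The propionate and methionine list had 1 of 9 that fell (acdh-1) and 0 that rose, and the proteasome list 1 of 32 that fell (pas-2) and 0 that rose. These counts were the same adjusted over the list alone. Medians were -0.32 and -0.74 for propionate and methionine genes, the last -0.59 with members at their bounds, and -0.03 and -0.25 for the proteasome. With age 0 genes rose and 0 fell, also adjusted over the list alone, among 77 ribosomal proteins, 15 respiratory chain genes, 14 aging regulators, 12 intestine markers, 9 insulin pathway targets, 8 neuronal genes, 7 antioxidant genes, 7 organelle chaperones, 6 qRT-PCR reference genes and 4 pharyngeal muscle genes. Ribosomal protein medians were 0.49 on OP50, at percentile 99.9, and -0.26 on PY79, at percentile 6.43. Intestine markers had -0.43, at percentile 6.85, and -0.59, at percentile 4.32, the last 0.13 for the 6 genes with at least 10 reads in every library, and organelle chaperones 0.25 and 0.60, the last at percentile 98.2. Pharyngeal genes were low, with 4.54 and 4.38 CPM of total reads summed over the 4 genes at days 4 and 13 on OP50. Their medians were 1.29 on OP50 (-0.70 for the 1 gene with at least 10 reads in every library) and -0.58 on PY79.

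For lists whose sign turned with the scaling, the values carry no direction. On OP50 these were organelle chaperones, insulin targets (0.10), antioxidant genes (0.12), the respiratory chain (0.25), neurons (0.21) and the proteasome. On PY79 they were the qRT-PCR references (-0.22), aging regulators (-0.05) and neurons (-0.11). The other medians were 0.44 for the references and -0.19 for aging regulators on OP50, the last 0.58 for the 6 genes with at least 10 reads in every library, and 0.32, 0.14 and -0.38 for insulin targets, antioxidant genes and the respiratory chain on PY79. Among reference genes, tbb-2 (C36E8.5) was 1.32-fold higher (1.29 to 1.34) and 1.17-fold lower (1.06 to 1.28), and htz-1 (R08C7.3) was 1.39-fold higher (1.35 to 1.44) and 1.03-fold lower (0.902 to 1.17). With total-read scaling the PY79 values were 1.004-fold higher for tbb-2 and 1.14-fold higher for htz-1.

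The second comparison set PY79 against OP50 at each age, which asks what differed with the food. Among lysozymes, at day 4 ilys-2 was 160.0-fold higher (149.9 to 171), ilys-3 112.4-fold higher (106 to 119.7) and lys-4 (F58B3.1) 46.1-fold higher (33.9 to 64.2) on PY79. At day 13 ilys-2 was 1.74-fold lower (1.69 to 1.79), or 1.01-fold higher with total-read scaling, and ilys-3 1.33-fold higher (1.305 to 1.35), neither of them counted, and lys-4 was 3.16-fold higher (1.81 to 5.47). lys-8 (C17G10.5) was 1.80-fold lower (1.61 to 2.02) at day 4, not counted, and 2.79-fold higher (2.05 to 3.796) at day 13, while lys-7 (C02A12.4) was 4.66-fold higher (4.37 to 4.98) at day 4 and 17.1-fold higher (15.8 to 18.5) at day 13. Of 11 lysozymes and saposins, 7 rose on PY79, 1 fell (spp-1) and 3 did not pass, with the same counts adjusted over the list alone. The median was 2.22 at day 4 and 1.61 at day 13, above all 10000 random lists and at percentile 99.99. Among the 10 genes with at least 10 reads in every library the day 4 value was 1.07. lys-10 (F17E9.11) had 1 read in each OP50 library and 99 and 5 on PY79, 484.4-fold higher (84.95 to 19323) and 18.1-fold higher (2.03 to 857).

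In detoxification 4 of 8 genes rose (cyp-35C1, gst-42, gst-7 and gcs-1), 0 fell and 4 did not pass (5 rose adjusted over the list alone). gcs-1 (F37B12.2), which encodes the limiting enzyme of glutathione synthesis, was 4.89-fold higher (3.44 to 6.95) and 5.14-fold higher (3.29 to 8.101), and gst-42 was 15.7-fold higher (5.48 to 54.6) at day 4. The list median was 2.197 at day 4, at percentile 99.93, and 1.59 at day 13, at percentile 99.7, or 0.36 with members at 0 reads set at their bounds. In fat metabolism 4 of 15 rose (fat-7, elo-2, elo-5 and lbp-6), 1 fell (fat-5) and 10 did not pass, also adjusted over the list alone. elo-5 was 9.17-fold higher (7.67 to 10.99) and 2.74-fold higher (1.74 to 4.28), and the medians were 1.07 and 0.96. Proteases split: 2 of 12 rose (asp-2 and asp-6) and 3 fell (asp-3, asp-5 and cpl-1), with 7 not passing and the same counts adjusted over the list alone. asp-2 (T18H9.2) was 29.2-fold higher (20.01 to 43.9) and 16.3-fold higher (6.599 to 48.3), whereas asp-3 was 2.95-fold lower (2.79 to 3.119) and 6.33-fold lower (5.31 to 7.61). The protease medians were -0.54, at percentile 70.35, and -1.23, at percentile 26.4.

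Histone genes were lower on PY79, where 24 of 27 fell, 0 rose and 3 did not pass (25 fell adjusted over the list alone). his-72 (Y49E10.6) was 5.46-fold lower (4.997 to 5.98) and 8.80-fold lower (8.08 to 9.603), his-41 (C50F4.5) 6.83-fold lower (5.82 to 8.07) and 16.997-fold lower (14.2 to 20.4), and the linker histone his-24 (M163.3) 9.67-fold lower (7.29 to 13.1) and 5.09-fold lower (4.45 to 5.86). The medians of -2.79 at day 4 and -2.35 at day 13 lay below all 10000 random lists, and the day 4 value was -1.83 with members at 0 reads set at their bounds. Many histone genes, like the sperm genes, are near-identical copies, and their single values are uncertain. The counts and ranks of both lists, here and with age, can overstate the evidence for the same reason. Sperm genes had 9 of 26 that fell, 0 that rose and 17 that did not pass (13 fell adjusted over the list alone), with medians of -1.04 at day 4, at percentile 6.52, or -0.71 at the bounds, and -2.05 at day 13, below all 10000 random lists.

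Germline and oocyte genes went both ways. The RNA helicase glh-1 (T21G5.3) was 10.19-fold lower (8.57 to 12.21) and 6.397-fold lower (5.48 to 7.52) and cey-2 (F46F11.2) 6.48-fold lower (6.05 to 6.95) and 4.53-fold lower (4.17 to 4.94), and with cey-3 they were the 3 of 20 that fell. The 3 that rose were egg-2, egg-3 and mex-3, 14 did not pass, and the counts were the same adjusted over the list alone. The germline medians were 0.65, at percentile 99.8, and 0.74, at percentile 99.2. Ribosomal protein genes had 19 of 77 that fell, 0 that rose and 58 that did not pass (18 fell adjusted over the list alone). rpl-41.2 (F54D7.7) was 18.5-fold lower (17.7 to 19.4) and 29.7-fold lower (27.7 to 31.8), while rps-25 (K02B2.5) was 1.06-fold higher (1.06 to 1.07) and 1.23-fold lower (1.23 to 1.24), the last 1.43-fold higher with total-read scaling. Their log2 ratios had an SD over genes of 1.15 at day 4 and 0.896 at day 13, against 0.528 and 0.351 in the age comparisons. The ribosomal medians were -0.32, above all 10000 random lists although below 0, and -1.06, at percentile 95.2.

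**Figure D4:**
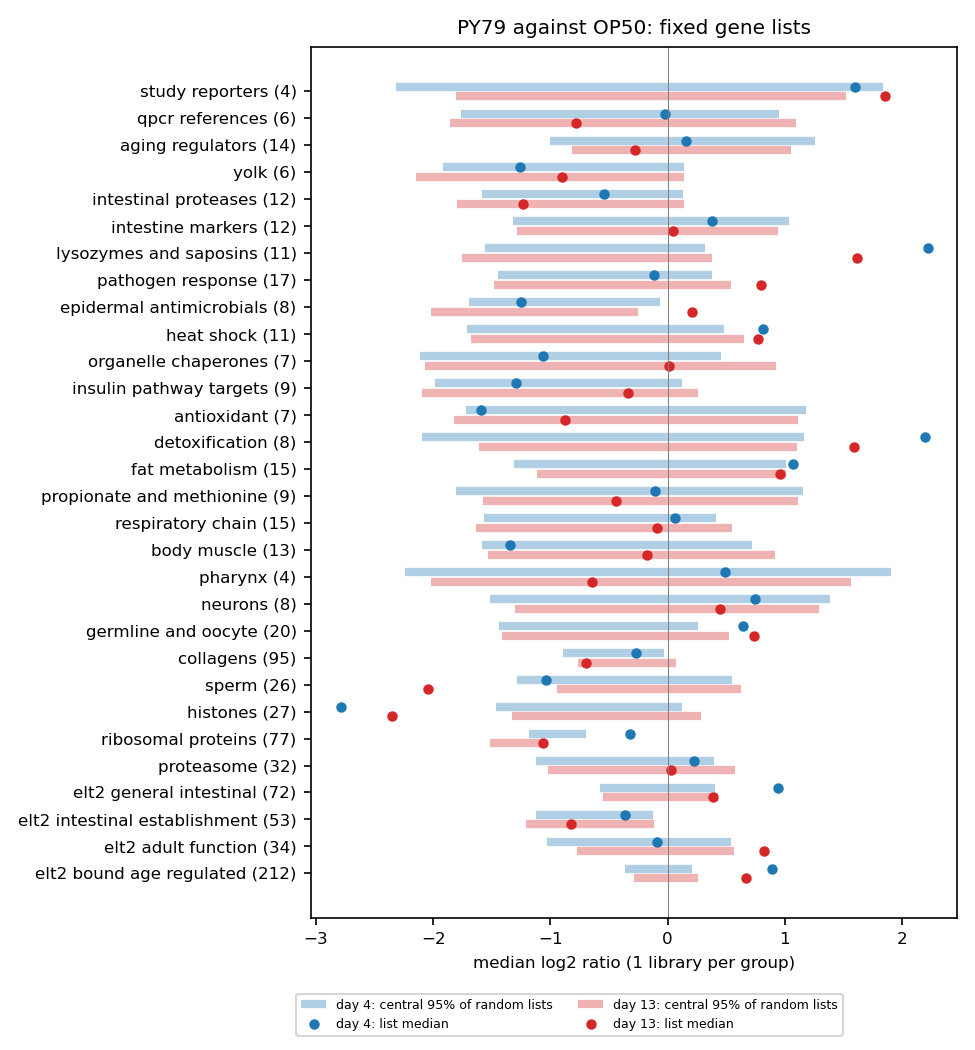
Median log2 ratio of PY79 over OP50 for each of the 30 fixed gene lists at day 4 and day 13 of adulthood, on a log2 axis, with the central 95% of 10000 expression-matched random lists as bars and 1 library behind each group. Lysozymes and saposins lie at 2.22 and 1.61, above their random lists, and histones at -2.79 and -2.35, below theirs.

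In the ELT-2 lists, 26 of 72 general intestinal genes rose on PY79, 10 fell and 36 did not pass (28 and 11 adjusted over the list alone), with medians of 0.94 and 0.39, the last 0.00 with members at 0 reads set at their bounds. These values were -0.40 and -0.60 among genes with at least 10 reads in every library. Of 212 ELT-2-bound age-regulated genes, 74 rose, 29 fell and 109 did not pass (77 and 33 adjusted over the list alone), with medians of 0.90, or -0.16 under that filter, and 0.67. The establishment class had 7 of 53 that rose, 8 that fell and 38 that did not pass (7 and 7 adjusted over the list alone). Its medians were -0.36, at percentile 85.1, and -0.82, at percentile 36.4. Adult function genes had 8 of 34 that rose, 7 that fell and 19 that did not pass (9 and 7 adjusted over the list alone), with medians of -0.09, whose sign depended on the scaling, and 0.82, or 0.34 at the bounds. elt-2 itself was 3.78-fold lower (2.01 to 8.02) at day 4 and 1.38-fold lower (0.604 to 3.68) at day 13, or 1.28-fold higher with total-read scaling, and did not pass edgeR's test. Of the 4 study genes gst-42 and lgmn-1 rose and 0 fell (3 rose adjusted over the list alone), with medians of 1.602 and 1.86, the last 0.92 at the bounds. lgmn-1 was 2.74-fold higher (1.94 to 3.84) and 3.72-fold higher (2.702 to 5.11).

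Stress and metabolic lists were mixed. Antioxidant genes fell in 4 of 7 cases (sod-1, sod-5, ctl-2 and prdx-2) and rose in 1 (sod-4), with 4 and 2 adjusted over the list alone and medians of -1.59, at percentile 4.09, and -0.88. The peroxiredoxin prdx-2 (F09E5.15) was 2.96-fold lower (2.82 to 3.119) and 4.33-fold lower (4.11 to 4.57) and the superoxide dismutase sod-1 (C15F1.7) 3.8005-fold lower (3.51 to 4.121) and 3.23-fold lower (2.99 to 3.503). In the insulin pathway list 3 of 9 fell (icl-1, fat-5 and ctl-2) and 1 rose (lys-7), with 3 and 2 adjusted over the list alone. The insulin pathway medians were -1.29, at percentile 27.6, and -0.34, at percentile 86.4. Heat shock genes rose in 2 of 11 cases (hsp-43 and F44E5.4) and fell in 1 (hsp-1), with 1 and 0 adjusted over the list alone. Their medians were 0.82, at percentile 99.5, or 0.37 at the bounds, and 0.77, at percentile 98.6, the last -0.22 among genes with at least 10 reads in every library. Organelle chaperones had 1 of 7 that rose (hsp-60) and 2 that fell (hsp-4 and crt-1), with 1 and 3 adjusted over the list alone. Chaperone medians were -1.06, at percentile 38.7, and 0.01, at percentile 82.4. Of 15 respiratory chain genes 2 rose (atp-3 and clk-1) and 4 fell (nuo-1, cox-5B, cox-6A and ucr-1), with 3 and 5 adjusted over the list alone and medians of 0.06 and -0.09. cox-5B (F26E4.9), a subunit of cytochrome c oxidase, was 28.2-fold lower (22.3 to 36.1) and 8.22-fold lower (6.34 to 10.85). Proteasome genes rose in 4 of 32 cases and fell in 7, the same adjusted over the list alone, with medians of 0.23 and 0.03.

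Pathogen-response genes rose in 4 of 17 cases (clec-41, clec-65, C17H12.8 and sysm-1) and fell in 2 (clec-63 and irg-1), with 5 and 2 adjusted over the list alone and medians of -0.11 and 0.80, the last at percentile 99.5, or 0.27 at the bounds. Yolk genes rose in 0 of 6 cases and fell in 2 (vit-2 and vit-5), with 3 falling adjusted over the list alone. The yolk medians of -1.26 and -0.90 were at percentiles 27.8 and 73.3. The central 95% of their random lists ran from -1.92 to 0.138 at day 4 and from -2.15 to 0.143 at day 13. Among body muscle genes 2 of 13 fell (tnt-2 and pat-10; 1 adjusted over the list alone) and 0 rose, and pat-10 was 14.1-fold lower (12.25 to 16.19) and 9.03-fold lower (7.22 to 11.44). Muscle medians were -1.35, at percentile 5.92, and -0.18, at percentile 56.3. Collagens rose in 5 and fell in 5 of 95 cases (2 and 3 adjusted over the list alone). Collagen medians were -0.26, at percentile 76.8, and -0.69, at percentile 6.79. Epidermal antimicrobial genes had 0 that rose and 0 that fell, also adjusted over the list alone, with medians of -1.25, at percentile 22, and 0.21, at percentile 99.6. In smaller numbers, vha-6 rose and ftn-2 and mtl-2 fell among 12 intestine markers, metr-1 rose among 9 propionate and methionine genes, pqm-1 and hsf-1 rose among 14 aging regulators, tnc-2 rose among 4 pharyngeal genes and egl-21 fell among 8 neuronal genes. Adjusted over the list alone, those counts were 1 and 2 for intestine markers, 0 for propionate and methionine genes, 0 for aging regulators, 1 for the pharynx and 1 for neurons. Their medians at days 4 and 13 were 0.38 and 0.05 for intestine markers, -0.11 and -0.44 for propionate and methionine genes, 0.15 and -0.28 for aging regulators, 0.49 and -0.65 for the pharynx and 0.75 and 0.45 for neurons.

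Some of the 6 qRT-PCR reference genes differed between diets. tbb-2, a beta-tubulin, was 5.86-fold lower (5.49 to 6.26) at day 4 and 9.004-fold lower (8.41 to 9.65) at day 13, and htz-1, a histone variant, was 3.22-fold lower (2.93 to 3.55) and 4.61-fold lower (4.203 to 5.07). Both fell, iscu-1 rose, and 3 of the 6 did not pass, also adjusted over the list alone, with medians of -0.02 and -0.78. Under total-read or DESeq2 scaling the sign turned at day 4 for the references, the pathogen-response and propionate lists and the respiratory chain. At day 13 it turned for the references, aging regulators, insulin targets, propionate genes, respiratory chain, body muscle, pharynx, collagens, proteasome, intestine markers and organelle chaperones, so that these medians carry no direction. Among genes with at least 10 reads in every library, the day 4 medians turned to -1.39 for the 6 intestine markers left, -0.07 for aging regulators and -0.06 for the proteasome, and the day 13 median of neurons to -0.11, so that these carry no direction either.

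The leading single genes on PY79 were in part of unknown function. Higher at both ages were F18A1.7, 16.6-fold (14.9 to 18.6) and 7.45-fold (6.602 to 8.42), abcf-2 (T27E9.7), an ATP-binding cassette gene, 13.1-fold (10.98 to 15.7) and 7.305-fold (6.302 to 8.48), hsp-43 (C14F11.5), a small heat shock protein gene, 9.36-fold (6.94 to 12.71) and 9.15-fold (7.03 to 12.01), and tbh-1 (H13N06.6), the tyramine beta-hydroxylase of octopamine synthesis, 9.02-fold (7.35 to 11.102) and 6.58-fold (4.82 to 9.05). hrg-7 (C15C8.3) was 49.6-fold higher (32.2 to 79.7) at day 4. At day 13 spp-9 was 109-fold higher (41.4 to 406), far-3 (F15B9.1), of the fatty acid and retinol binding family, 53.4-fold higher (33.6 to 90.1), and F56D6.9 39.6-fold higher (37.1 to 42.4). Lower at both ages were T07C4.12, with 1 read in each PY79 library, 379.7-fold (68.1 to 15007) and 89.6-fold (15.98 to 3551), C53H9.3, 61.4-fold (40.1 to 99.3) and 43.8-fold (26.02 to 80.2), psf-2 (F31C3.5), a GINS replication complex gene, 62.6-fold (30.3 to 156) and 36.9-fold (17.8 to 92.1), and tbcc-1 (Y71H2AM.24), a tubulin cofactor gene, 27.4-fold (17.5 to 45.7) and 74.95-fold (29.2 to 276). rab-19 (Y62E10A.9) was 58.6-fold (26.9 to 160.0) and 42.9-fold (18.3 to 133) lower, and rnst-2 (K10C9.3), a ribonuclease T2 gene, 33.3-fold (19.8 to 61.1) and 43.2-fold (18.4 to 133) lower. skr-8 (C52D10.9) was 9.67-fold lower (7.84 to 12.07) and 101-fold lower (53.2 to 221).

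Over all genes, 2298 were higher and 2195 lower on PY79 at day 4, and 4104 were higher or lower at day 13, 2041 of them higher. The higher share at day 13 moved from 49.7% to 76.7% with total-read scaling. Between days, 1305 genes were higher on both and 1360 lower on both, where independent lists would share 519.3 and 501.4, and 19 and 79 were counted in opposite directions. In edgeR 1334 genes rose on PY79 and 1538 fell at a Benjamini-Hochberg adjusted p under 0.05, of which 1107 and 1242 were counted that way on both days. Those with the smallest adjusted p were lys-10, F01D5.3, asp-2, C30G12.2 and F43H9.4 among genes that rose, and C53H9.3, T07C4.12, psf-2, tbcc-1 and rpl-41.2 among genes that fell. C30G12.2 was 27.9-fold higher (18.01 to 45.1) at day 4 and 12.78-fold higher (7.78 to 21.8) at day 13. With total-read scaling 1415 rose and 486 fell, and with DESeq2 504 and 1276. With the OP50 reads thinned to the PY79 totals, which was chosen after seeing the data, 1972 of 6775 genes were higher and 1750 lower at day 4, and 1648 and 1620 at day 13. Diet stays confounded with any difference in library preparation.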

Values the study reported

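For worms fed B. subtilis, the study reported an R2 of 0.13 between their age-related expression changes and those of worms on standard food. It also gave an R2 of 0.08 for daf-2 RNAi and an average R2 of 0.74 for elt-2 overexpression. These R2 values came from separate experiments that compared different pairs of ages, so they cannot be ranked directly. The daf-2 data were taken from an earlier publication. The elt-2 value was averaged over replicates of transgenic strains, whereas the B. subtilis comparison in N2 had no replicates. For general intestinal genes found at both L1 and L4, the study gave lower expression with age in 93%, with an average decrease of over 5-fold from Day 2 to Day 11.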

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

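No test was run in this part, and the rule that picked these genes was set before the data were examined. The 8 genes below were counted in opposite directions with age on the 2 diets, with at least 100 reads in each pair, and had the largest of the smaller log2 ratios. The difference between the diets was not tested, because each group holds 1 library. The values are the log2 age ratio on PY79 minus that on OP50.

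The lysozyme gene ilys-2 was the one of the 8 that was higher with age on OP50 and lower on PY79, with a difference of -8.12. In the other direction the differences were 5.95 for F15E6.4, 5.47 for F56D6.8, 4.99 for dct-8 and 4.27 for the collagen col-183. They were 3.47 for Y61A9LA.3, 2.81 for gtf-2F1 and 2.76 for C11G6.3.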

How the results depend on the processing

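The alternatives with every transcript as a point, with the highest transcript per library and with OP50 reads thinned to the PY79 totals were chosen after seeing the data, and the others before. No paired analysis was possible because each group holds 1 library, so that no replicate numbers pair, and the block in edgeR's model is the other factor. Of 108 values for counts, overlaps, slope and R2, 55 stayed within 1.5 times the main count or within their counting error and 53 did not. Of the medians outside the central 95% of random lists, 140 values moved by less than 1 SD of random lists, 82 moved by more with the same sign and 6 changed sign. Of 1613 values for genes named by the rule and counted as higher or lower, 486 moved by more than their counting interval allows, taken on the log2 scale to each side, and 0 changed sign. For counted values a change of sign was nearly ruled out in advance. Each was at least 2-fold, and the alternatives shifted the median log2 ratio of all genes by at most 0.77. Values that were not counted can change sign: 139 of 648 did with total-read scaling.

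The aging slope and R2 were 0.333 and 0.0725 with no filter, 0.186 and 0.0620 with at least 10 reads in every library, 0.429 and 0.276 with a mean of at least 100 reads, and 0.299 and 0.0806 with every transcript as a point. Orthogonal regression gave a slope of 1.08 and Spearman's rho a squared value of 0.0540. The slope was 0.404 with a prior count of 0.5, 0.349 with a prior count of 5, 0.361 with TMM and 0.302 with OP50 thinned, and R2 was 0.151 with the top 3% kept. The cause was not tested.

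Total-read scaling gave 843 genes higher with age on OP50, 476 lower with age on PY79, and 3524 higher and 1068 lower on PY79 at day 13, in each case from a shift of all ratios by 1 factor. With at least 10 reads in every library, which tests fewer genes and estimates the scaling anew, the higher and lower counts were 564 and 691 for age on OP50, 368 and 255 for age on PY79, 1349 and 1445 for diet at day 4, and 1261 and 1323 for diet at day 13, and 129 and 115 genes were shared between the age comparisons. Of the 564 and 368 higher with age, 493 and 282 were also higher in the main analysis, so that dropped genes are not the whole cause. A 4-fold threshold, stricter by construction, left 537 and 836, 328 and 311, 1162 and 1263, and 756 and 1135 in that order. With OP50 thinned, which lowers the depth and estimates the scaling anew, 849 were higher and 918 lower with age on OP50, and 165 were lower with age in both diets.

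For age, edgeR found 0 genes that rose and 1 that fell with total-read scaling (1076 at an unadjusted p under 0.05), where the prior degrees of freedom were 4.83 and not infinite. It found 92 and 100 with at least 10 reads in every library, and 0 and 0 without the block (520 unadjusted), while DESeq2 found 158 and 142. For diet it found 486 that fell with total-read scaling, 854 that rose with no filter, and 0 and 0 without the block (2929 unadjusted), while 504 rose in DESeq2. The split of the libraries that crosses diet and day also gave 0, with 67 unadjusted.

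All 6 changes of sign among list medians outside the central 95% came with at least 10 reads in every library, where fewer members remain and the scaling is estimated anew. Of 252 values inside it, 44 changed sign. The 6 became 0.0758 for the study's reporter genes and -0.70 for the pharynx with age on OP50, 0.13 for ELT-2 adult function with age on PY79, -0.40 for ELT-2 general intestinal and -0.16 for ELT-2-bound genes with diet at day 4, and -0.22 for heat shock with diet at day 13.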

Other observations

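All tests in this part were chosen after the result each bears on was seen. Sums over list members are given as CPM of the reads of the chosen transcripts, without TMM. The yolk list went from 22719 at day 4 to 2887 at day 13 on OP50 and from 20420 to 3983 on PY79. Collagens went from 20718 to 5944 and from 34267 to 12398. Epidermal antimicrobial peptides went from 3378 to 7897 on OP50 and from 2321 to 16696 on PY79, and lysozymes and saposins from 7273 to 3634 and from 19834 to 7273. The 12 small nuclear RNA genes held 293 and 5876 reads at days 4 and 13 on OP50, and 88 and 3173 on PY79.

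The mean log2 age ratio of the general intestinal list corresponded to a 2.08-fold decrease on OP50 and a 3.32-fold decrease on PY79. Both are smaller than the decrease quoted from the study above, which was measured between other days on another platform.

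The first pattern is the low R2 between the age changes on the 2 diets. Counting noise at the PY79 depth is argued against: disjoint subsets of the OP50 reads, thinned to that depth, gave an R2 of 0.743 with each other and 0.133 with PY79, a difference of 0.609. Regressing out the mean diet difference changed R2 by 0.00786, but this difference correlated with the age changes at 0.0787 on OP50 and -0.0942 on PY79, so that little was removed and an axis shared by the OP50 age change and the diet difference cannot be told apart from other explanations. Differences between single libraries that are not counting noise, and a diet-specific course of aging, both stay open and untested.

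The second pattern is the wide spread of ribosomal protein genes between diets, with an SD of 1.15 at day 4 against 0.528 for age on OP50. Counting accounted for at most 3.13% of that SD, a fit on transcript and 3' UTR length left at least 100.1% of it in the 75 genes with both lengths, and the 65 genes with no sister copy kept at least 88.8% of it, so that counting, length and shared reads are argued against as the whole cause. The spread was not particular to ribosomal genes: at day 4 the SD was 1.58 for the proteasome and 2.26 for the respiratory chain, against 0.916 and 1.17 for age on OP50. A difference in library preparation between the diets may contribute and was not tested, and a response to diet is also untested.

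The third pattern is the lower level of histone genes on PY79. Less carry-over of RNA without a poly(A) tail is argued against at day 13, where the small nuclear RNA genes had a median log2 ratio of 0.903. Some of them overlap another gene on the same strand, which limits this control. At day 4 their median ratio was 0, with a median of 3 reads in the PY79 library. There carry-over cannot be told apart from other explanations, because these genes are near the floor. Short transcripts are argued against as the whole cause, since the histone median lay at or below percentile 0.05 among random lists matched on length and expression on both days, also with genes at 0 reads at their bounds, but these lists had mean medians of -1.03 and -0.94 themselves, against -2.79 and -2.35 for histones. Fewer embryos or less germline cannot be told apart from other explanations, because germline genes go both ways: the germline list had a lower median of 0.65 over the 2 days, while glh-1, cey-2 and cey-3 fell and the sperm list had medians of -1.04 and -2.05, with 9 of 26 genes that fell and 0 that rose. An effect of diet may remain, untested, as does library preparation.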
